A study of Escherichia coli with 15 samples.

How the data were processed

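Transfer RNA (tRNA) from Escherichia coli was measured by MSR-seq, a small-RNA sequencing method in which the RNA is ligated to a barcoded adaptor, reverse transcribed, ligated to a further adaptor and amplified. Per the labels' protocols, the RNA was first treated by β-elimination, a chemical step that removes the 3′ A of uncharged tRNA, so that an uncharged molecule ends in CC and a charged (aminoacylated) molecule keeps its CCA end. The 15 libraries came from the parental strain BW25113 and from strains lacking trmA, truB or both genes. TrmA methylates U54 of tRNA to m5U and TruB converts U55 to pseudouridine. Both bases lie in the T arm. Per the labels' protocols, cultures grew at 37 °C in LB with 2% sodium formate from an optical density of about 0.1 until it was between 0.3 and 0.4, and 15 mL of culture was harvested. Overnight cultures of the deletion strains, but not of the parent, contained 50 µg/mL kanamycin, so comparisons with wild type do not separate the antibiotic from the deletions. ΔtruB against ΔtrmA, both grown with it, is free of this difference. The sample titles name 2 experiments, here called the double-mutant experiment (3 wild-type and 3 ΔtrmA ΔtruB libraries) and the single-mutant experiment (3 wild-type, 3 ΔtrmA and 3 ΔtruB libraries).

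For each library the deposited files gave counts of reads per tRNA reference sequence and, for each position of each reference, deposited counts of each base, of deletions and insertions, and of reads covering the position. A deposited mutation fraction equalled the share of mismatched bases among the reads covering a position, and a deposited stop score equalled the relative fall in coverage from one position to the neighbouring position on its 5′ side. Both were recomputed from the counts at every position of the 15 libraries, with 0 differences, and the count columns were used in their place. Per the file headers, reads were assigned to tRNA references of E. coli K-12 MG1655 plus 1 spike-in sequence. The labels and headers name no aligner, trimming tool or counter. There were 50 tRNA references. The files name them by amino acid and anticodon and pair them with no locus tag or genome coordinate, so positions are given within each reference, from 1 at its 5′ end, and as canonical tRNA positions.

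Canonical positions were assigned from the anticodon, the variable loop length and the T-arm motif of each reference. The spike-in was left out of all library totals and tests. Read totals ranged from 2335073 to 3318627 in the double-mutant experiment and from 8180916 to 18563817 in the single-mutant experiment, except ΔtruB replicate 3 with 247904. The 5 most abundant tRNAs took between 28.7% and 32.1% of the reads in the double-mutant experiment and between 36.1% and 47.6% in the single-mutant experiment. Within every group, counts of all pairs of replicates differed by more than sampling noise (chi-square per degree of freedom at least 107), and no libraries were merged. Some references are near copies of each other: the fMet-CAT pair and the Leu-CAG pair differ at 1 base, the Tyr-GTA pair at 2, and the Thr-GGT and Val-GAC pairs at 6 each. In addition, the Thr-CGT pair shares the last 49 bases, and a reference with an undetermined anticodon (Und-NNN-1) shares its last 45 bases with Arg-TCT. How reads matching both members of such pairs were counted is not stated, and values of single members are uncertain.

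The CCA share of a tRNA was the number of reads reaching A76 as a percentage of those reaching C75. It equals the charged percentage only where β-elimination was complete and both ends were sequenced equally well. Empirical logits with an offset of 0.5 were compared with limma 3.58.1 (R 4.3.3), for tRNAs with at least 100 reads in every library of the fit. The mean CCA share over tRNAs was compared by a two-sided exact permutation test, which with 3 against 3 libraries cannot give a p-value under 0.1. Abundance was compared on read counts per tRNA with edgeR 4.0.16, by its quasi-likelihood test with TMM normalization, and DESeq2 1.42.0 was an alternative. Misincorporation was the percentage of mismatched bases among reads with a matched or mismatched base at a position. Unlike the deposited fraction, it leaves out reads with a deletion, insertion or undetermined base there. It was compared with limma on empirical logits with the same offset, at positions covered by at least 100 reads in every library and with a mean of at least 1%. Sets of sites at 11 canonical positions where E. coli tRNAs can carry modifications (8, 16, 17, 20, 32, 34, 37, 46, 47, 54 and 55) were tested with fry, limma's rotation set test, over sites with a mean of at least 0.1%, where at least 2 sites were available. The same test over all positions is given beside it. Adjusted p-values are Benjamini-Hochberg values over the tRNAs, sites or sets of one comparison, with a threshold of 0.05. Tables were read and drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

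Each mutant was compared with the wild type of its own experiment, and ΔtruB with ΔtrmA. The fit for the double-mutant experiment held its 6 libraries, and that for the single-mutant experiment its 9. The effect of the double deletion minus that of each single deletion was tested as an interaction over all 15 libraries. The groups, tests, thresholds, list of positions, alternatives and the rule for naming items were fixed before the data were examined. By that rule, the text names the 5 tRNAs or sites with the largest change among those with an adjusted p under 0.05 and non-overlapping replicates. For differences of effects it names the 3 with the largest difference. Where none passed, it names the tRNA with the smallest p. Positions 54 and 55 were always summarised. Alternatives were other filters, offsets, normalizations and tests, counts summed per anticodon, deletions counted with mismatches, other sets of libraries in the fit, the replicate number as a block, and leaving out each library in turn. Counting uncharged ends against C74, and centring the logits on each library's median, were added after the data had been seen.

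The labels number the replicates 1 to 3 in every group. Whether same-numbered libraries deviated together from their group means was checked by correlation across tRNAs or sites, and libraries were taken as paired where the correlation was over 0.1 for all 3 numbers. This held only for misincorporation, between wild type and ΔtruB (r = 0.19, 0.561 and 0.145) and between ΔtrmA and ΔtruB (r = 0.291, 0.458 and 0.318). Between wild type and ΔtrmA it just failed (r = 0.0952, 0.336 and 0.167). The pairing there comes from the numbers in the sample titles. For these comparisons a paired fit with the replicate block is given in the report where it changed a call.

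The tests were tested on simulated data, counts drawn from the means, library sizes and spread of the real libraries, 20 times per comparison. A change of 0.5 on the logit scale, placed in 10 tRNAs, was recovered in 95.5% of cases for the CCA share in the double-mutant experiment (50 tRNAs tested), but in 9% in each comparison of a single mutant with its wild type (45 tested). A 2-fold abundance change (1 on the log2 scale) in 10 of 50 tRNAs was recovered in 100% of cases in the double-mutant experiment, 92.5% for ΔtrmA and 92% for ΔtruB. For sites, a change of 0.7 on the logit scale was recovered in 75.5%, 90.6% and 83.2%. A change of that size at position 47 was recovered by the set test in 100% of simulations in each of the 3 comparisons. With no simulated change, the average number of false calls was at most 0.15 per comparison. The simulated noise was drawn separately for each tRNA or site and library. It held no shift shared by all tRNAs of a library, so the false calls that such a shift gives were not measured. For charging, a regrouping of the ΔtruB and ΔtrmA libraries gave 41 calls where the genotypes gave 0. Binomial intervals (Wilson, 95%) cover counting error only, since reads amplified without molecular identifiers are not independent molecules.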

Results

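tRNA charging, abundance and base misincorporation were measured in 15 libraries of E. coli, in 5 groups of 3. The double-mutant experiment held the parental strain BW25113 and a ΔtrmA ΔtruB strain, with 2335073 to 3318627 tRNA reads per library. The single-mutant experiment held the same parent, a ΔtrmA strain and a ΔtruB strain, with 8180916 to 18563817 reads per library except ΔtruB replicate 3, which had 247904. The series was designed to ask whether loss of m5U54, of pseudouridine 55 or of both changes the fraction of aminoacylated tRNA. All SDs are over n = 3 libraries. The experiments also differed in read structure. In the median tRNA, the share of reads extending to the 5′ end was 24.6% ± 0.433 in wild type and 24.5% ± 0.781 in the mutant of the double-mutant experiment. In the single-mutant experiment it was 73.8% ± 1.81 in wild type, 71.1% ± 0.905 in ΔtrmA and 72.1% ± 1.42 in ΔtruB. The effects of the deletions were therefore computed against each experiment's own wild type.

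The mRNAs of trmA and truB are not measured by this assay, so the genotype labels were examined at the modified bases themselves. Neither m5U nor pseudouridine left a high misincorporation signal. Pooled over tRNAs, misincorporation at position 54 was 0.0311% ± 0.000608 in wild type and 0.0315% ± 0.00154 in ΔtrmA ΔtruB in the double-mutant experiment. In the single-mutant experiment it was 0.0688% ± 0.000675 in wild type, 0.0699% ± 0.00294 in ΔtrmA and 0.0701% ± 0.00477 in ΔtruB. At position 55 it was 0.0195% ± 0.00127 in wild type and 0.0332% ± 0.00267 in ΔtrmA ΔtruB, with libraries from 0.0185% to 0.0209% and from 0.0313% to 0.0363%. The corresponding values in the single-mutant experiment were 0.0477% ± 0.00111 in wild type, 0.0453% ± 0.0013 in ΔtrmA and 0.0585% ± 0.0105 in ΔtruB. The ΔtruB libraries had 0.0638%, 0.0653% and, in the shallow replicate 3, 0.0464%. Their mean exceeded that of wild type by 0.0108 points with replicate 3 and by 0.0168 points without it.

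The first comparison asked whether charging differed in the double mutant. The CCA share averaged over tRNAs was 68.9% ± 0.651 in wild type and 61.7% ± 0.771 in ΔtrmA ΔtruB. The difference of −7.12 percentage points had an exact permutation p of 0.1, the smallest that 3 against 3 libraries can give. It lay between −7.39 and −6.68 when each library was left out in turn. By limma, 46 of 50 tRNAs differed with an adjusted p under 0.05, all of them lower in the mutant. Replicates of the groups did not overlap for 45 of the 50 tRNAs, where chance gives 10%. Here and in later counts of this kind, tRNAs or sites of a library can move together. An excess over 10% is therefore descriptive and not a test. The median change of all tRNAs was −7.07 percentage points. Of the alternatives, fitting all 15 libraries together moved the count most, to 4 of 45 tRNAs tested. Centring each library on its median logit, chosen after the data had been seen, left 18 tRNAs different, 15 higher and 3 lower relative to the median tRNA, against 0 higher and 46 lower without centring. The shift of the median tRNA was −0.310 on the logit scale. The spike-in, an RNA that does not come from the cultures, shifted by −0.149, with differences between single libraries from −0.415 to 0.142 (exact permutation p 0.4).

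The largest change was in the tRNA listed as tRNA-Pro-TGG-1-1, whose CCA share was 65.3% ± 4.42 in wild type and 48.9% ± 3.26 in the mutant, a difference of −16.5 points (−0.682 on the logit scale, SE 0.0998, adjusted p 0.000311 by limma). tRNA-His-GTG-1-1 changed from 72.8% ± 1.21 to 57.8% ± 4.77 (−15.0 points, adjusted p 0.000214). The other proline tRNAs, tRNA-Pro-GGG-1-1 and tRNA-Pro-CGG-1-1, changed by −14.7 points each, from 68.6% ± 5.46 to 53.9% ± 2.68 (adjusted p 0.000684) and from 57.7% ± 5.2 to 43.05% ± 3.96 (adjusted p 0.000855). tRNA-Asn-GTT-1-1 changed from 58.7% ± 5.25 to 44.8% ± 4.35 (−13.9 points, adjusted p 0.00138), a call that was lost in the fit of all 15 libraries (adjusted p 0.0659). After centring, which tests the difference from the median tRNA, only tRNA-His-GTG-1-1 of these 5 was called (adjusted p 0.0375). The others, all still lower, had adjusted p-values of 0.0576 (Pro-TGG), 0.148 (Pro-GGG), 0.185 (Pro-CGG) and 0.214 (Asn-GTT). Over all alternatives, the adjusted p of tRNA-Asn-GTT-1-1 went from 1.2e-09 to 0.214. At the other end, tRNA-Ile2-CAT-1-1 changed by 0.269 points, and it was the 1 tRNA of 50 whose CCA share was not lower in the mutant. This tRNA was picked out after its value was seen.

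**Figure D1:**
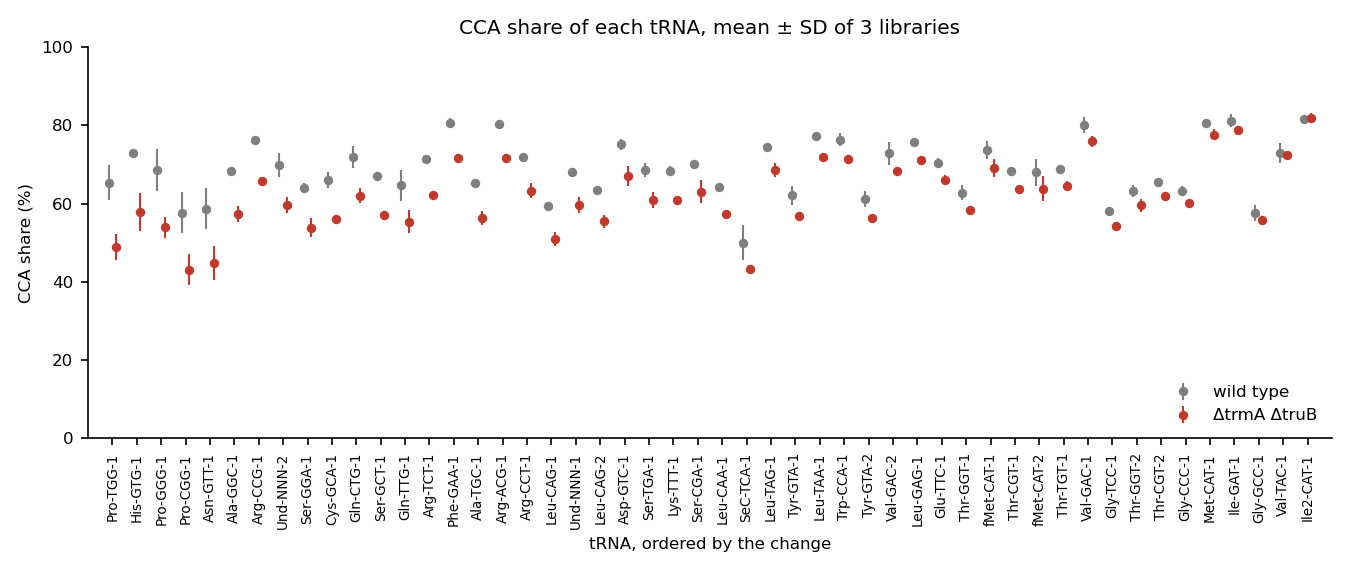
CCA share in percent (y axis) of each of the 50 tRNAs (x axis, ordered by the change) in wild type (grey) and ΔtrmA ΔtruB (red) of the double-mutant experiment, as mean ± SD of 3 libraries. The change is −16.5 points at the left end, and 46 of 50 tRNAs have an adjusted p under 0.05.

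In the single-mutant experiment, which asked the same of each deletion alone, CCA shares were near 100% in all groups. Reads of the spike-in ended in CCA in 12 of 13 cases (92.3%), against 400 of 2269 (17.6%) in the double-mutant experiment. Spike-in reads were at most 4.27e-05% of a library here, against 0.0159% to 0.0321% there. Whether the spike-in was added in the single-mutant experiment is therefore unclear, and the 2 values may not be a like control. The mean over tRNAs was 98.5% ± 0.0898 in wild type, 97.7% ± 0.551 in ΔtrmA (−0.758 points, exact permutation p 0.1) and 97.6% ± 0.92 in ΔtruB (−0.859 points, exact permutation p 0.1). Both p-values were the smallest that 3 against 3 libraries can give. On the logit scale, the median tRNA shifted by −0.398 in ΔtrmA and −0.392 in ΔtruB, against −0.310 in the double mutant. The ΔtruB difference was −0.339 without the shallow ΔtruB replicate 3, and the ΔtrmA difference lay between −1.07 and −0.544 across the fits that each left out 1 library. For ΔtrmA, limma called 0 of 45 tRNAs, with 8 at an unadjusted p under 0.05. Without ΔtrmA replicate 1 the count was 24, 0 of them higher. Replicates did not overlap for 18 of the 45 tRNAs (40%), against 10% by chance, and the change was negative in all 45. A shift shared by all tRNAs of a library can give both, so neither adds to the permutation test of the means. The smallest p belonged to tRNA-Gly-CCC-1-1, at 97.2% ± 0.542 in wild type and 95.3% ± 1.07 in ΔtrmA (−1.94 points, adjusted p 0.183). It was among those called without ΔtrmA replicate 1 (adjusted p 0.0416).

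For ΔtruB, 1 of 45 tRNAs was called and 9 had an unadjusted p under 0.05. tRNA-Arg-CCT-1-1 had a CCA share of 98.8% ± 0.0536 in wild type and 95.5% ± 5.05 in ΔtruB (−3.34 points, adjusted p 0.0148 by limma, 0.000473 to 0.688 over the alternatives, the highest after centring). This change rested on ΔtruB replicate 3, at 89.7%. Without that library the change was −0.427 points and 0 tRNAs were called. The count was also 0 without wild-type replicate 1, wild-type replicate 3 or ΔtrmA replicate 1, and it was 2 without ΔtruB replicate 1 and 3 without ΔtruB replicate 2. Replicates did not overlap for 25 of the 45 tRNAs (55.6%), against 10% by chance, which a shift shared by all tRNAs of a library can also give. The ΔtruB and ΔtrmA strains differed in 0 tRNAs, and 0 had an unadjusted p under 0.05. The smallest p there belonged to tRNA-Arg-TCT-1-1 (−1.42 points, adjusted p 0.997), and without ΔtruB replicate 3 its difference was 0.0488 points. Simulated changes of 0.5 logit units were recovered in only 9% of cases in the comparisons of the single mutants with wild type. Most differences of that size would therefore be missed without centring, where spread shared by all tRNAs of a library counts as error. SEs of single tRNAs ran from 0.236 to 0.266 without centring and from 0.0456 to 0.334 with it. The smallest adjusted p by limma after centring was 0.779 for ΔtrmA and 0.688 for ΔtruB. Recovery after centring was not simulated.

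**Figure D2:**
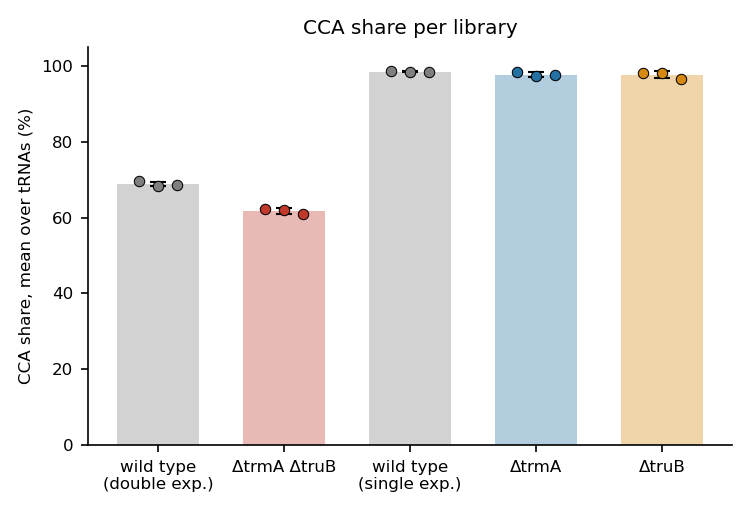
CCA share averaged over tRNAs, in percent (y axis), for each group (x axis), with points for the 3 libraries, bars for their mean and error bars for the SD. The mutant of the double-mutant experiment lies 7.12 points under its wild type, and all 9 libraries of the single-mutant experiment lie between 96.6% and 98.6%.

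Whether the double deletion changed charging more than a single deletion was tested as a difference of effects. It was not detected for any of the 45 tRNAs, against ΔtrmA (0 called, 0 at an unadjusted p under 0.05) or against ΔtruB (0 called, 1 at an unadjusted p under 0.05). The smallest p-values belonged to tRNA-Gly-GCC-1-1 against ΔtrmA (0.434 on the logit scale, SE 0.238, adjusted p 0.931) and tRNA-Pro-GGG-1-1 against ΔtruB (−0.738, SE 0.28, adjusted p 0.652). SEs of these differences ran from 0.215 to 0.462, against a shift of −0.310 for the median tRNA in the double mutant. Recovery by this test was not simulated, and differences as large as that shift could be missed. The high CCA shares of the single-mutant experiment, whose source is unclear, also make the effects hard to compare. The absence of calls therefore does not show that the effects were equal. The differences leaned towards a smaller fall in the double mutant on the logit scale. Their medians were 0.134 against ΔtrmA and 0.0890 against ΔtruB, with 32 and 33 of the 45 tRNAs positive. With uncharged ends counted against C74, chosen after the data had been seen, 7 and 5 tRNAs were called, all with a lower CCA share in the double mutant. Across tRNAs, which are not independent replicates, the Pearson correlation of the double-deletion changes in charging was −0.328 with those of ΔtrmA and 0.077 with those of ΔtruB. The ΔtrmA and ΔtruB changes had a Pearson correlation of 0.427. Unchanged groups compared with the same wild-type libraries gave 0.492 on average in simulations (central 95% 0.229 to 0.688).

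tRNA abundance was compared next. In the double mutant, edgeR called 19 of 50 tRNAs, 10 higher and 9 lower. Replicates did not overlap for 26 of the 50 (52%), against 10% by chance. With library totals as the only scaling, 20 tRNAs were called, 9 higher and 11 lower, and with RLE factors 19 were called, 11 higher and 8 lower. Fitting all 15 libraries together moved the count most, to 4. Without wild-type replicate 2 it was 12. tRNA-Leu-TAG-1-1 fell from 5252 ± 85.2 to 3176 ± 80 CPM (counts scaled to the library size), a log2 fold change of −0.73 (SE 0.04, adjusted p 3.76e-07 by edgeR). tRNA-Leu-CAG-2-1 changed by −0.59 (SE 0.05, adjusted p 4.6e-06), from 10977 ± 415 to 7299 ± 247 CPM. Its copy tRNA-Leu-CAG-1-1, which differs from it at 1 base, changed by −0.06 (adjusted p 0.472), and their summed counts changed by −0.16, so the division of reads between this pair is uncertain. The Val-GAC pair was higher in the mutant, tRNA-Val-GAC-2-1 by 0.58 (SE 0.03, adjusted p 1.08e-06) and tRNA-Val-GAC-1-1 by 0.54 (SE 0.04, adjusted p 2.56e-06). tRNA-Asn-GTT-1-1 changed by −0.31 (SE 0.06, adjusted p 0.00307), a call lost in the fit of all 15 libraries (adjusted p 0.541, against 8.6e-06 at the lowest over the alternatives).

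**Figure D3:**
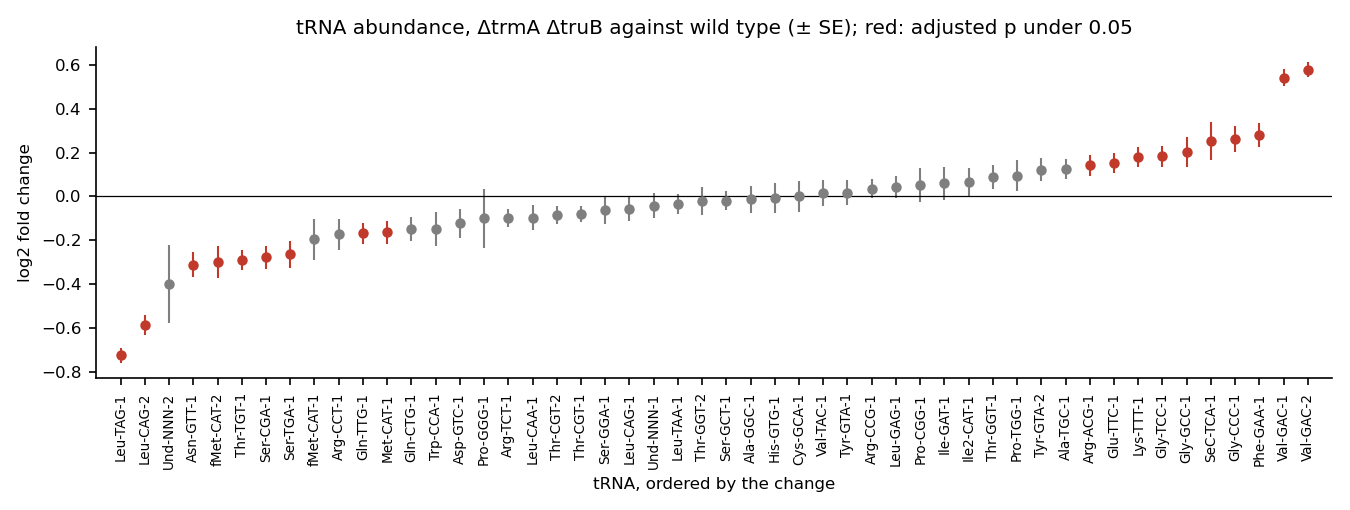
Log2 fold change of tRNA abundance in ΔtrmA ΔtruB against wild type (y axis) for each of the 50 tRNAs (x axis, ordered by the change), with error bars for the SE and 3 libraries per group. Red marks the 19 tRNAs with an adjusted p under 0.05, from −0.73 for tRNA-Leu-TAG-1-1 to 0.58 for tRNA-Val-GAC-2-1.

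In the single mutants, edgeR called 0 of 50 tRNAs for ΔtrmA (5 at an unadjusted p under 0.05) and 0 for ΔtruB (2 at an unadjusted p under 0.05). ΔtruB against ΔtrmA also gave 0 calls (4 at an unadjusted p under 0.05). The smallest p for ΔtrmA belonged to tRNA-Gln-TTG-1-1 (log2 fold change −0.49, SE 0.12, adjusted p 0.112, and 0.00109 to 0.263 over the alternatives). It was called by DESeq2, which called 1 tRNA, in the fit of only ΔtrmA and its wild type, which called 10, and without ΔtruB replicate 2 (adjusted p 0.0223). For ΔtruB the smallest p belonged to tRNA-Und-NNN-1-1, of undetermined anticodon (0.39, SE 0.13, adjusted p 0.411), at 80.9 ± 2.27 CPM in wild type. The sign reversed, to −0.30, when counts of both references without an anticodon were summed. Against ΔtrmA it belonged to tRNA-Cys-GCA-1-1 (−0.45, SE 0.16, adjusted p 0.337, and 0.0393 without ΔtruB replicate 3). The counts depended on ΔtruB replicate 2. Without it, 6 tRNAs were called for ΔtrmA, 10 for ΔtruB and 3 between the mutants, and without ΔtruB replicate 3 the last 2 comparisons had 1 and 2 calls.

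The effect of the double deletion on abundance differed from that of ΔtrmA for 1 of 50 tRNAs, with 10 at an unadjusted p under 0.05. This was tRNA-Val-GAC-2-1, by 0.69 on the log2 scale (SE 0.15, adjusted p 0.0181 by edgeR, 0.00353 to 0.129 over the alternatives). Its log2 fold change in ΔtrmA was −0.12 (SE 0.18). The call was lost when the near-identical Val-GAC references were summed, and the count was 0 without double-mutant-experiment wild-type replicates 1 or 2, ΔtrmA ΔtruB replicate 2, single-mutant-experiment wild-type replicates 1 or 3, or ΔtrmA replicate 1. The count was 10 without ΔtruB replicate 2 and 5 without ΔtruB replicate 3. Against ΔtruB, 0 tRNAs differed and 5 had an unadjusted p under 0.05. The smallest p belonged to tRNA-Leu-TAG-1-1 (−0.46, SE 0.15, adjusted p 0.333). Without ΔtruB replicate 2 the count was 18, and tRNA-Leu-TAG-1-1 was among them (adjusted p 0.00671).

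Misincorporation reports bases that reverse transcriptase misreads, including modified ones, and was used to ask whether other positions changed when the T-arm modifications were lost. In the double mutant, limma called 40 of 386 sites, 21 higher and 19 lower. Replicates did not overlap for 99 of the 386 (25.6%), against 10% by chance. A minimum of 5% mean misincorporation moved the count by the largest factor, to 10 of 74 sites, and fitting all 15 libraries gave 76 of 487. Without wild-type replicate 1 it was 25. The 5 largest changes were at T47, a position where some E. coli tRNAs carry the modified uridine acp3U. At position 48 of tRNA-Ile-GAT-1-1, which is canonical position 47, misincorporation was 24.2% ± 0.195 in wild type and 7.83% ± 0.203 in the mutant (−16.4 points, adjusted p 3.4e-05 by limma). The changes at canonical position 47 were −12.05 points in tRNA-Ile2-CAT-1-1 (adjusted p 0.00522), −10.6 in tRNA-Arg-ACG-1-1 (adjusted p 0.00018), −5.0 in tRNA-Val-GAC-1-1 (adjusted p 7.7e-05) and −4.57 in tRNA-Val-GAC-2-1 (adjusted p 0.000724). The site in tRNA-Ile2-CAT-1-1 was no longer called when sites of any misincorporation level were tested (adjusted p 0.111, with 7.8e-06 to 0.111 over the alternatives). All 7 called sites at position 47 were lower, while the 7 called at position 57 comprised 3 lower and 4 higher.

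For ΔtrmA, 42 of 544 sites were called, 27 higher and 15 lower. Replicates did not overlap for 181 of the 544 (33.3%), against 10% by chance. The count was 25 without wild-type replicate 3 or ΔtrmA replicate 2, 27 without wild-type replicate 1 or ΔtrmA replicate 1, and 64 without ΔtruB replicate 3, when 606 sites could be tested. The 5 largest changes were again at canonical position 47. Misincorporation there was 52.1% ± 2.48 in wild type and 29.0% ± 0.425 in ΔtrmA for tRNA-Phe-GAA-1-1 (−23.1 points, adjusted p 1.5e-05). It was 33.2% ± 0.74 and 15.2% ± 0.782 for tRNA-Ile-GAT-1-1 (−18.0 points, adjusted p 5.1e-06). The changes were −12.2 points in tRNA-Val-GAC-2-1 (adjusted p 5.1e-06), −8.9 in tRNA-Arg-ACG-1-1 (adjusted p 0.000134) and −7.44 in tRNA-Lys-TTT-1-1 (adjusted p 1.5e-05). All 8 called sites at position 47 were lower, and all 13 called sites at position 53 were higher, by 0.808 to 5.61 points.

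For ΔtruB, 25 of 544 sites were called, 7 higher and 18 lower. At 114 of the 544 (21%) the replicates did not overlap, against 10% by chance. The count was 12 without wild-type replicate 1, 15 without wild-type replicate 3 and 38 without ΔtruB replicate 3. At canonical position 47 the changes went both ways. tRNA-Phe-GAA-1-1 was lower at 41.9% ± 1.36 (−10.1 points, adjusted p 0.00909), and tRNA-Lys-TTT-1-1 was higher, at 15.0% ± 0.847 in wild type and 21.6% ± 0.385 in ΔtruB (6.63 points, adjusted p 0.00397). With sites of any misincorporation level tested, neither was called (adjusted p 0.186 and 0.115), and tRNA-Phe-GAA-1-1 was also lost in the fit of only ΔtruB and its wild type (adjusted p 0.0511). The alternatives spanned 0.00574 to 0.186 and 0.000825 to 0.115. The other named sites were at canonical position 57, in tRNA-Arg-TCT-1-1 (−4.18 points, adjusted p 0.0353), tRNA-Arg-ACG-1-1 (−3.03 points, adjusted p 0.0442) and tRNA-Pro-TGG-1-1 (−2.46 points, adjusted p 0.0353). These 3 were not called in the paired fit with the replicate block (adjusted p 0.0627, 0.0791 and 0.0927), and they lost their calls in 7, 7 and 8 of the 9 fits that each left out 1 library. ΔtruB and ΔtrmA differed at 95 sites, 21 higher and 74 lower in ΔtruB, with a count of 63 without ΔtrmA replicate 1. At 206 of the 544 sites (37.9%) the replicates did not overlap, against 10% by chance. Here too the 5 largest differences were at position 47, in tRNA-Ile-GAT-1-1 (17.3 points, adjusted p 5.2e-06), tRNA-Lys-TTT-1-1 (14.1 points, adjusted p 1.5e-06), tRNA-Phe-GAA-1-1 (12.97 points, adjusted p 0.000354), tRNA-Val-GAC-2-1 (8.87 points, adjusted p 2e-05) and tRNA-Arg-ACG-1-1 (8.38 points, adjusted p 0.00024).

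**Figure D4:**
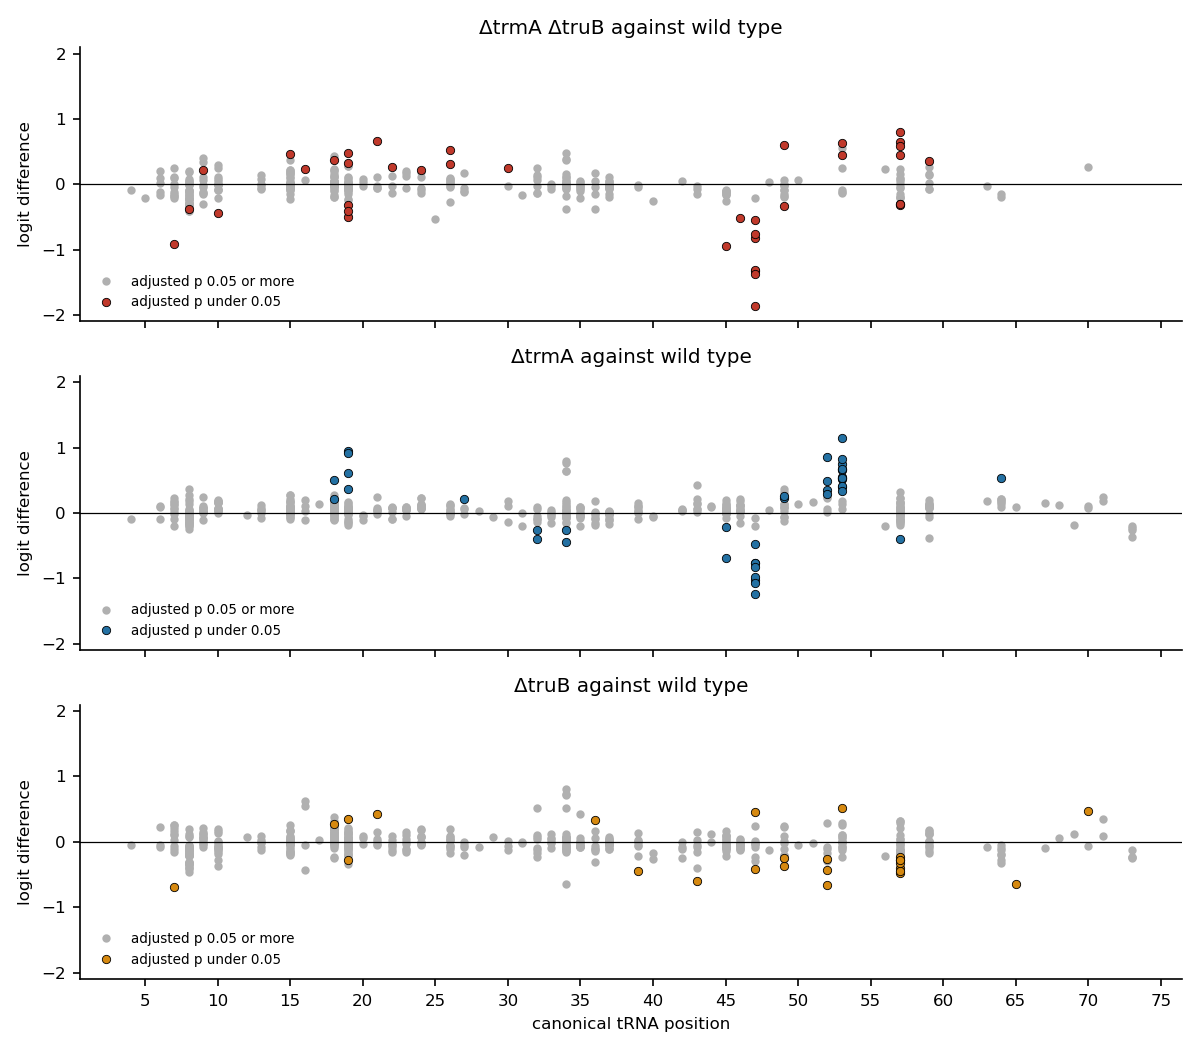
Change in misincorporation on the logit scale (y axis) at each tested site along canonical tRNA positions (x axis), for each mutant against the wild type of its experiment. Coloured points are the 40, 42 and 25 sites with an adjusted p under 0.05 (sites without a plain position number are not drawn), and those at position 47 are lower in the upper and middle panels.

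**Figure D5:**
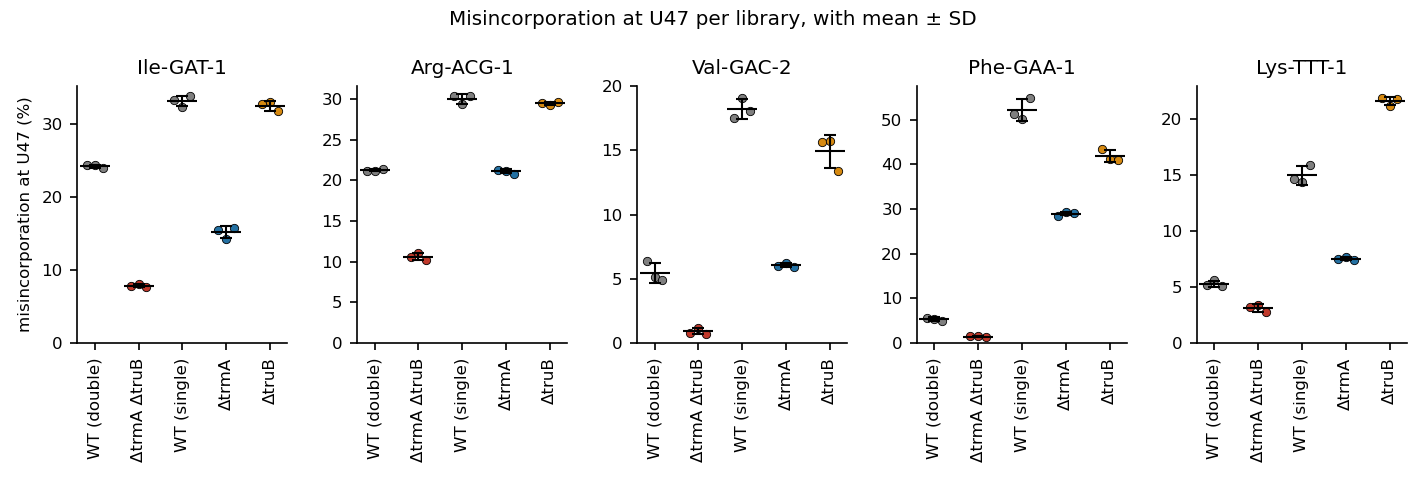
Misincorporation at U47 in percent (y axes, each with its own scale) in the 5 groups (x axis) for 5 tRNAs, with a point per library and the mean ± SD of 3 libraries. ΔtrmA ΔtruB and ΔtrmA are lower than their wild types in all 5 panels, and ΔtruB is higher than wild type for tRNA-Lys-TTT-1-1, at 21.6% against 15.0%.

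The 11 listed positions were then tested as sets with fry. In the double mutant, 9 sets had enough sites, and 2 of them were called when adjusted over the list alone. Position 47 was lower (14 of 16 sites lower, median −0.742 on the logit scale, adjusted p 0.000486) and position 46 was lower (18 of 32 sites, median −0.0185, adjusted p 0.0392). Over all 72 positions tested, 2 were called: position 47 (adjusted p 0.00389) and, outside the list, position 53 (29 of 34 sites higher, adjusted p 0.0221), while position 46 was not (adjusted p 0.157). Position 47 was the 1 set called in each of the 5 fits without wild-type replicate 1, 2 or 3 or ΔtrmA ΔtruB replicate 1 or 3. For ΔtrmA, 2 of 10 sets were called when adjusted over the list alone. Position 47 was lower (20 of 23 sites lower, median −0.215, adjusted p 2.4e-05) and position 17 was higher (28 of 32 sites higher, median 0.121, adjusted p 0.015). Over all 73 positions tested, 2 were called: position 47 (adjusted p 0.000174) and position 53 (44 of 44 sites higher, adjusted p 0.00202), while position 17 was not (adjusted p 0.0547). Position 53 was named after its values were seen. Without ΔtrmA replicate 1 or ΔtrmA replicate 2 only position 47 was called, and without wild-type replicate 2 there were 3 calls, with position 46 added. For ΔtruB, 0 of 10 sets were called when adjusted over the list alone, with 3 at an unadjusted p under 0.05. Over all 73 positions 0 were called, and the adjusted p for position 47 was 0.517 (14 of 23 sites higher). The paired fit with the replicate block called 1 set in ΔtruB, position 54 (4 of 5 sites higher, adjusted p 0.0164), and 1 set, position 20, was called without ΔtrmA replicate 3. The 5 sites at position 54 had low misincorporation, with medians of 0.110% in wild type and 0.134% in ΔtruB. Pooled over all tRNAs, position 54 was at 0.0688% ± 0.000675 in wild type and 0.0701% ± 0.00477 in ΔtruB. With camera, a set test with a preset correlation, 1 set was called in ΔtrmA ΔtruB, 3 in ΔtrmA and 2 in ΔtruB. Of these, the calls at position 47 in ΔtrmA ΔtruB and in ΔtrmA also held under fry, and the other 4 did not.

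Whether the double deletion changed misincorporation differently from each single deletion was tested at 487 sites. Against ΔtrmA, 28 sites differed, 8 higher and 20 lower, with 6 at position 47, all lower, and 6 at position 57, all higher. The 3 largest differences were at canonical position 57, in tRNA-Val-GAC-2-1 (0.799 on the logit scale, SE 0.208, adjusted p 0.039 by limma), tRNA-Arg-ACG-1-1 (0.78, SE 0.0828, adjusted p 0.00012) and tRNA-His-GTG-1-1 (0.758, SE 0.103, adjusted p 0.000501). The first of these was lost in 11 of the 15 fits that each left out 1 library and in the 4 other alternatives that tested it (adjusted p 0.0645 to 0.229). Against ΔtruB, 31 sites differed, 15 higher and 16 lower. The 3 largest differences were at canonical position 47, in tRNA-Val-GAC-2-1 (−1.63, SE 0.152, adjusted p 7.3e-06), tRNA-Ile-GAT-1-1 (−1.29, SE 0.0605, adjusted p 1.6e-08) and tRNA-Val-GAC-1-1 (−1.22, SE 0.068, adjusted p 6.5e-08). Of 340 sites tested in both experiments, the double deletion changed 38 and ΔtrmA 18, with 9 shared, all in the same direction. ΔtruB changed 12 of them, with 8 shared, 6 in the same direction. Across sites, which are not independent replicates, the Pearson correlation of the double-deletion changes was 0.621 with those of ΔtrmA and 0.413 with those of ΔtruB. The Spearman correlations were 0.335 and 0.437, and 59.1% and 64.1% of the sites changed in the same direction. The Pearson correlation of ΔtrmA with ΔtruB was 0.258, against 0.498 on average (central 95% 0.37 to 0.616) for simulated unchanged groups sharing their wild-type libraries.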

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

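The tests on the depth of 1 library, on the Val-GAC references, on the spike-in share and on deletions were chosen only after the result was seen.

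The effect of the double deletion on abundance differed from that of ΔtrmA for 1 tRNA, tRNA-Val-GAC-2-1 (0.69 on the log2 scale). The count passed the threshold in a test of the difference between the experiments. Of 100 drawn splits of the 12 libraries, 6 gave at least 1 call, the real split included, so the result is within what regrouping gives. Misread bases can keep reads from aligning, so a candidate explanation is better alignment where fewer U47 bases were misread. The 8 tRNAs with lower U47 misincorporation in ΔtrmA had a median log2 fold change of 0.0815 there, 5 of them higher. In the double mutant all 7 such tRNAs were more abundant (median 0.18). U47 misincorporation of Val-GAC-2 itself fell by 12.2 points in ΔtrmA and by 4.57 in the double mutant, so alignment would give at least as large a rise in ΔtrmA. Its log2 fold change there was −0.12 (SE 0.18), which argues against alignment as the source of the difference. Reads moving between the near-identical Val-GAC references are argued against as well. They would give differences of opposite sign and a sum near 0, but Val-GAC-1 differed by 0.52 (SE 0.21) and the sum by 0.63 (p 0.00729 by edgeR, 0.0862 when adjusted over all anticodons). Experiment and genotype are confounded here, so a difference between the experiments also stays open. The biological explanation, that loss of both enzymes alters this tRNA more than loss of TrmA, was not tested separately.

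The effects on misincorporation differed between the double deletion and ΔtrmA at 28 sites, and between the double deletion and ΔtruB at 31. Of 100 drawn splits of the 12 libraries, 2 gave as many sites as the first comparison and 9 as many as the second, the real split included. Low depth of ΔtruB replicate 3 is argued against as the source, since the counts without it were 34 and 35. Reads shared between near-identical tRNAs are not the main source either, since 75% and 83.9% of the differing sites lay in tRNAs without a near-identical copy. The experiments differ in how often reverse transcription misread a base. Across the 487 sites, which are not independent replicates, the size of the difference followed the wild-type difference between experiments with a Spearman rho of 0.0323 (two-sided permutation p 0.478) and 0.128 (two-sided permutation p 0.00437). Experiment and genotype are confounded, so that source cannot be told apart from genotype for these sites. A candidate biological explanation is that each deletion adds its own effect in the double mutant. Across the same sites, the difference from ΔtrmA correlated with the ΔtruB effect at r = 0.176, where simulated unchanged groups sharing the wild type gave −0.355 (central 95% −0.484 to −0.221). The difference from ΔtruB correlated with the ΔtrmA effect at r = 0.474, against −0.356 (−0.495 to −0.218). Both correlations lie on the side that added effects predict. Position 57 was an exception in the difference from ΔtrmA. All 6 differing sites there were higher, while all 7 sites called there in ΔtruB were lower. The site in tRNA-Arg-ACG-1-1 was in both sets, which argues against added effects at that site. The site in tRNA-His-GTG-1-1, also among the 6, was higher in ΔtruB than in wild type, as added effects predict. Added effects were found and tested on the same data. They do not describe every site and remain a hypothesis.

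Spike-in reads, which the comparisons did not use, were a larger share in the double mutant than in its wild type, at 0.0301% ± 0.00301 of tRNA reads against 0.0196% ± 0.0044 (exact permutation p 0.1, the smallest possible). Wild-type replicates 1 and 2 had totals within the range of the mutant libraries, and the mean share of the mutant was 1.496 times theirs. Between libraries numbered 1 the share ratio was 1.31 and between those numbered 2 it was 1.68. These 5 libraries are too few to exclude library size as the source. Less tRNA per unit of RNA in the mutant may raise the share, but so may a larger amount of added spike-in. The labels do not give the amounts added, so neither was tested.

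Deletions in reads, which entered the comparisons only in the alternative that added them to mismatches, differed at T-arm positions and at position 47. Each of the following had non-overlapping replicates and an exact permutation p of 0.1, the smallest possible for 3 against 3 libraries. At position 55 the deletion share was 0.00363% in ΔtrmA ΔtruB against 0.0137% in wild type, and 0.119% in ΔtruB against 0.172%. At position 53 it was 0.0292% in ΔtrmA ΔtruB against 0.0111%, and 0.0953% in ΔtrmA against 0.0401%. At position 47 it was 1.56% in ΔtrmA ΔtruB against 2.88%, and 8.38% in ΔtrmA against 12.3%. A change in deletion calls over the whole tRNA was tested by setting each ratio of mutant to wild type beside the central 95% of the ratios at 67 other positions. It was argued against at position 55 (0.264 against 0.561 to 1.71 in the double mutant, 0.696 against 0.774 to 1.37 in ΔtruB). The same held at position 53 (2.63 against 0.518 to 1.56 in the double mutant, 2.37 against 0.791 to 1.63 in ΔtrmA), and at position 47 in ΔtrmA (0.684 against 0.807 to 1.86). At position 47 in the double mutant the ratio of 0.544 lay within 0.535 to 1.71, so it was not set apart from the range of other positions. The median ratio of those positions was 0.995, however, which argues against a general change there as well. Reverse transcriptase may skip pseudouridine more often than uridine, in which case the fall at position 55 is consistent with loss of pseudouridine 55 in both strains without truB. ΔtrmA, which keeps truB, also had a lower share at position 55 (0.134%, ratio 0.784). A deletion within the adjacent T54 and T55 cannot be assigned to either base, and the shares at position 54 were lower too (0.0178% against 0.028% in the double mutant, 0.0424% against 0.076% in ΔtruB). A deletion signal at position 55 is therefore weak evidence on the genotype labels.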

How the results depend on the processing

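Where a count moved, the cause was not tested, except where fewer libraries, fewer tests or another error term follow from the alternative itself. The direction of the mean CCA share held in every alternative run: −7.79 to −6.24 points in the double mutant, −1.29 to −0.699 in ΔtrmA and −1.88 to −0.733 in ΔtruB. Across the 6 fits per comparison that each left out one replicate, it went from −7.39 to −6.68, from −1.07 to −0.544 and from −1.13 to −0.339. Of 46 named tRNAs and sites, 27 kept their direction on the scale of the test and their side of the threshold under every alternative run for them. Among 720 alternative values of these items, 74 were weaker (14 items), 6 stronger (4 items) and 1 reversed: the abundance of tRNA-Und-NNN-1-1 in ΔtruB, −0.30 with counts summed per anticodon, which adds a second reference to it.

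For charging, the double-mutant count of 46 tRNAs became 4 with all 15 libraries in the fit. That fit brings in the larger spread of logits in the single-mutant experiment, whose source was not tested. The count became 18 (15 higher, 3 lower) with the logits centred on each library median, an alternative chosen after seeing the data. Of the 8 named tRNAs tested with centred logits, 5 lost their call and 3 kept their side of the threshold. The ΔtruB count of 1 became 0 with at least 1000 reads in every library (7 at an unadjusted p under 0.05), 0 with the edgeR quasi-likelihood interaction (6), 0 with the denominator C74 (10), 0 with only the 2 groups compared in the fit (7), and 0 with centred logits (1). The denominator C74, also chosen after seeing the data, raised the counts for the differences of effects from 0 to 7 against ΔtrmA and from 0 to 5 against ΔtruB. Across the fits that each left out one replicate, the counts went from 39 to 47 in the double mutant, from 0 to 24 in ΔtrmA and from 0 to 3 in ΔtruB. They stayed at 0 for ΔtruB against ΔtrmA (9 fits; 0 at an unadjusted p under 0.05 with all libraries) and for both differences of effects (15 fits each; 0 and 1 at an unadjusted p under 0.05 with all libraries).

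For abundance, the double-mutant count of 19 became 4 with all 15 libraries in the fit. The ΔtrmA count of 0 (5 at an unadjusted p under 0.05) became 1 with the DESeq2 Wald test and 10 with only the 2 groups compared in the fit. The count of 1 for the double effect minus the ΔtrmA effect became 2 with edgeR and RLE size factors, 3 with the DESeq2 Wald test and 0 with counts summed per anticodon (8 at an unadjusted p under 0.05). Across the fits that each left out one replicate, the counts went from 12 to 21 in the double mutant, from 0 to 6 in ΔtrmA, from 0 to 10 in ΔtruB and from 0 to 3 for ΔtruB against ΔtrmA. For the differences of effects they went from 0 to 10 against ΔtrmA and from 0 to 18 against ΔtruB. The highest values of the last 5 ranges came without ΔtruB replicate 2.

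For sites, a mean misincorporation of at least 5% gave 10 sites in the double mutant, 15 in ΔtrmA, 15 in ΔtruB, 25 for ΔtruB against ΔtrmA, 13 for the double effect minus the ΔtrmA effect and 18 for the double effect minus the ΔtruB effect, against 40, 42, 25, 95, 28 and 31. Fewer sites were tested there. With no misincorporation minimum, which tests more sites, there were 15 in the double mutant, 2 in ΔtruB, 16 and 19. With mismatches and deletions together there were 70, 83, 48, 165, 54 and 52. All 15 libraries in the fit gave 76 in the double mutant, and only the 2 groups compared in the fit gave 68 in ΔtrmA and 4 in ΔtruB. Across the fits that each left out one replicate, the counts went from 25 to 34 in the double mutant, from 25 to 64 in ΔtrmA, from 12 to 38 in ΔtruB, from 63 to 135 for ΔtruB against ΔtrmA, from 22 to 34 and from 23 to 35.

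For position sets, camera with its preset correlation called 1 set in the double mutant and 2 in ΔtruB, a mean misincorporation of at least 1% left 1 in the double mutant and 1 in ΔtrmA, and coverage of at least 1000 in every library called 1 in ΔtruB (position 54, adjusted p 0.0269 by fry). The counts with all libraries were 2, 2 and 0 (3 at an unadjusted p under 0.05). Across the fits that each left out one replicate, they went from 1 to 2 in the double mutant, from 1 to 3 in ΔtrmA and from 0 to 1 in ΔtruB.

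The replicate number as a block gave 2 tRNAs for charging in ΔtruB, 0 for abundance in the double effect minus the ΔtrmA effect (7 at an unadjusted p under 0.05), 25 sites in the double mutant, and 1 position set each in the double mutant and ΔtruB. Other counts under the replicate block were within 1.5 times: 43 tRNAs for charging and 13 for abundance in the double mutant, 34, 20, 84, 22 and 26 sites in the other comparisons, and 3 position sets in ΔtrmA. Mean CCA shares were unchanged, with a permutation p of 0.25, the smallest that 3 exact sign flips allow. Same-numbered libraries did not deviate together in all 3 pairs for charging, for abundance or in the double-mutant experiment. For abundance between wild type and ΔtruB the correlations were 0.553, 0.596 and −0.491. In the comparisons of ΔtruB with wild type and with ΔtrmA, where they did for misincorporation, the block changed no call of a named item beyond those given with the sites at position 57 and the set at position 54.

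The depth of ΔtruB replicate 3 (247904 reads) limited charging in the single-mutant experiment to 45 tRNAs and sites to 544; without it 50 and 606 were tested. No alternative was left out as not run. A named item had no value under an alternative whose filter removed it.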

Other observations

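The tests on the CCA level of the single-mutant experiment, on centring, the spike-in shift and amino acids, on other T positions, on the modification of U47, on a batch shared by the libraries numbered 1 and on position 8 were chosen only after the result was seen.

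With 3 libraries per group, 10 splits of the 6 libraries exist, so a share under 0.1 cannot be reached. For charging, 1 of the 10 splits gave as many calls as the double mutant against wild type and 1 of 10 as many as ΔtruB, the real split included. For abundance it was 1 of 10 in the double mutant. For sites 1 of 10 splits gave as many calls in each of the 4 comparisons, and for position sets it was 1 of 10 in the double mutant and 1 of 10 in ΔtrmA. Where the real split gave 0 calls, every split gives at least as many, so the count tests nothing. This applies to 10 of 10 splits for charging in ΔtrmA and in ΔtruB against ΔtrmA, for abundance in the 3 single-mutant comparisons and for position sets in ΔtruB. It also applies to 100 of 100 drawn splits of the 12 libraries for charging in both differences of effects and for abundance in the double effect minus the ΔtruB effect. For charging in ΔtruB against ΔtrmA, a split of ΔtruB replicates 1 and 2 with ΔtrmA replicate 1 against the other 3 gave 41 calls, against 0 for the genotypes (0 at an unadjusted p under 0.05). For abundance in ΔtruB against wild type, a split of ΔtruB replicates 1 and 3 with wild-type replicate 1 gave 11 calls. The genotypes gave 0 there (2 at an unadjusted p under 0.05). For the sites in ΔtruB against wild type and against ΔtrmA, where the replicate numbers pair the libraries, the 3 other splits that part all 3 pairs gave 0 calls, against 25 and 95.

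CCA shares lay between 96.5% and 99.4% in the wild type of the single-mutant experiment, against 50.0% to 81.6% in that of the double-mutant experiment. Strain, medium and harvest density were the same per the labels. A candidate explanation is incomplete removal of the 3′ A from uncharged tRNA in the single-mutant experiment. The spike-in, which does not come from the cultures, ended in CCA in 92.3% of 13 reads there (95% interval 66.7% to 98.6%), against 17.6% of 2269 reads (16.1% to 19.3%) in the double-mutant experiment (two-sided Fisher exact p 1.1e-08 over reads). Spike-in reads were at most 4.27e-05% of a library in the single-mutant experiment, against at least 0.0159% in the double-mutant experiment. With 13 reads, and no label saying whether one spike-in was added to both, incomplete removal cannot be told apart from reads misassigned to the spike-in. The ranking of tRNAs was partly shared between the experiments. Across 50 tRNAs, which are not independent replicates, wild-type CCA shares of the experiments had a Spearman rho of 0.493 (two-sided permutation p 0.00035). Unequal sequencing of the ends of each tRNA could also give this, so it does not show that the single-mutant values report charging. If removal was incomplete, the single-mutant experiment would understate any loss of charging, and the absence of called tRNAs in ΔtrmA says little about charging there.

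The lower CCA share in the double mutant was not 1 shift shared by all tRNAs, as 18 still differed after centring each library. More complete removal of the 3′ A in the mutant libraries could also lower the share. The spike-in shifted by −0.149 on the logit scale (exact permutation p 0.4, differences between single libraries from −0.415 to 0.142). The median tRNA shifted by −0.310. Removal acts only on uncharged molecules, so these logit shifts cannot be compared directly. More complete removal would lower the CCA share by more points in the mostly uncharged spike-in than in tRNAs. The spike-in went from 18.64% ± 1.06 in wild type to 16.63% ± 3.12 in the mutant, a change of −2.01 points. The mean over tRNAs changed by −7.12 points. If the spike-in reports removal, these values argue against more complete removal as the main source of the common part of the fall. The tRNA-specific part went with the amino acid. The proline tRNAs changed by −16.5 to −14.7 points and the arginine tRNAs by −10.6 to −8.53, but the glycine tRNAs by −3.95 to −1.67 and the threonine tRNAs by −4.4 to −3.55. Over 29 tRNAs of 9 amino acids, the spread within amino acids was 8.53% of the whole, with a permutation p of 1e-05, the smallest that the permutations can give. After centring, however, none of the 3 proline tRNAs was called (adjusted p 0.0576 to 0.185 by limma), so no single proline tRNA was shown to differ from the median tRNA. The spread within amino acids is consistent with a change that acts through the synthetase or the supply of each amino acid. It does not separate that from a chemical property of each aminoacyl bond during β-elimination, which also goes with the amino acid.

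The fall of misincorporation at position 47 was seen in both strains without trmA. A general fall at T positions is argued against by the other T sites, whose median logit difference was 0.0304 in ΔtrmA (385 sites) and −0.0192 in the double mutant (259 sites). Reads shared between near-identical tRNAs are argued against as well, since tRNAs without such a copy had a median of −0.205 in ΔtrmA (16 of 18 sites lower) and −0.742 in the double mutant (12 of 12 lower). A candidate explanation is less modification of U47, for example to acp3U, where m5U54 is missing. Of the 16 sites tested in all comparisons, 14 were lower in the double mutant, 14 in ΔtrmA and 9 in ΔtruB. The prediction for ΔtruB was no fall, and a split of 9 lower against 7 higher decides nothing, so less modification cannot be told apart from altered reading of an unchanged base. At 6 sites the fall on the logit scale was larger in the double mutant than in ΔtrmA, where experiment and genotype are confounded, so a part played by TruB stays open. Under this hypothesis TrmA or m5U54 may promote modification of U47, which a direct measurement of acp3U in these strains would test.

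Replicate 1 of both single mutants had higher misincorporation at G34 of the Asn, Asp, His and Tyr tRNAs, which carry queuosine at that base. In tRNA-His-GTG-1-1 it was 12.4%, 4.91% and 6.49% in ΔtrmA replicates 1 to 3, 11.01%, 6.91% and 4.69% in ΔtruB, and 3.36%, 4.3% and 3.18% in wild type. Relative to replicates 2 and 3, replicate 1 had a median ratio of 2.28 over the 5 sites in ΔtrmA and 1.90 in ΔtruB. A rise at every G34 is argued against by the 13 other sites, with medians of at most 1.11. Wild-type replicate 1 had a ratio of 0.921, but it is 1 library, and in the double-mutant experiment replicate 1 had a ratio of 1.49 (1.02 to 2.01) in wild type and 0.832 in the mutant. A batch shared by some or all of the libraries numbered 1 therefore stays open. These libraries may come from cultures with another queuosine level, and no biological explanation was tested, since the labels give no difference between the replicates.

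Same-numbered libraries of the single-mutant experiment deviated together in misincorporation. Without position 8, the correlations between wild type and ΔtruB were 0.143, −0.000773 and −0.115, so position 8 may account for the pairing of replicates 2 and 3, while replicate 1 stayed over 0.1 and leaves the rest open. Between ΔtrmA and ΔtruB they were 0.289, 0.264 and 0.171, which argues against position 8 as the only source there. What else these libraries shared was not tested. Pooled misincorporation at position 8 was 2.68%, 5.26% and 3.17% in wild-type replicates 1 to 3, 3.44%, 4.14% and 3.45% in ΔtrmA and 3.01%, 4.44% and 2.17% in ΔtruB, so replicate 2 was highest in each group. Position 8 carries 4-thiouridine in many E. coli tRNAs. Its reading could depend on handling steps shared by the libraries numbered 2, which the labels do not describe.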
